A study of Homo sapiens with 6 samples.

How the data were processed

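Polyadenylated RNA was measured in TCam-2 cells, an established human testicular cancer line of seminoma type. The 3 groups had 2 libraries each: non-transduced cells (WT), cells transduced with FLAG-tagged GFP (GFP) and cells transduced with FLAG-tagged RBMXL3 (RBMXL3). Per the labels' protocols, RNA was isolated on columns, treated to remove DNA and made into libraries with a stranded mRNA kit. The aligner, the read counter, the genome build, the annotation and whether counting used strand are not stated in the labels.

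The deposited gene table is named for CPM, but its columns have different totals, all far above what CPM gives. Its values are a normalised signal: every nonzero value was a whole multiple of one step per library, so the values are read counts that the authors divided by one size factor per library. Of the 145320 nonzero values, 100% came out as whole reads. The recovered totals were 29318007 and 28604436 reads in WT, 26776703 and 23080795 in GFP, and 17685680 and 21023355 in RBMXL3. The deposited transcript table holds TPM, quantified by the authors with salmon per the file's name, for 251955 transcripts, and TPM keeps no depth. Transcript abundance therefore has no counting interval here. All 62700 gene identifiers had a symbol entry, and 58207 had coordinates in GENCODE 29 (GRCh38), whose coordinates are printed because the authors' build is not stated. Of the transcripts, 80.0% had a gene in GENCODE 29, and these carried between 94.7% and 95.1% of the TPM of a library. The reported transcript shares and the TPM summed per gene use only these transcripts. The number of table columns that belonged to no sample was 0.

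For testing, the deposited gene values were divided by one common factor, 23.9, so that the mean column total equals that of CPM, which keeps the authors' normalisation between libraries. The planned test had assumed true CPM, so the minimum of 1 and the pseudocount of 1 refer to this rescaled value. Genes with a value of at least 1 in at least 2 libraries were kept, which left 14292 genes. Their log2(value + 1) was tested with limma 3.58.1 (R 4.3.3) in one fit of all 6 libraries, with one coefficient per group, an intensity trend and no covariate. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates changes of low genes. A gene was called against both controls when it was called in the same direction against GFP and against WT. Means and SDs are of the deposited normalised read counts over n = 2 libraries. A count of 0 allows up to 3 reads, and such floors cover counting error only, since reads without molecular identifiers are not independent molecules.

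Transcript usage was tested with limma's diffSplice on log2(TPM + 1) of transcripts with a TPM of at least 1 in at least 2 libraries, in genes with at least 2 such transcripts. This left 36184 transcripts of 8882 genes. A gene was called at an adjusted Simes p under 0.05. TPM per transcript bears on transcript usage and not on splice junctions, which were not analysed here. Gene lists were tested with camera at a preset correlation of 0.01, with adjustment over all 15 pairs of list and comparison. The lists were RBMX family, seminoma and pluripotency markers, later germ cell genes, interferon response, splicing factors and p53 targets. The RBMX family had 4 tested genes, fewer than the minimum of 5, and was not tested as a list.

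The scripts were tested on simulated data. Of 200 genes changed by 1 on the log2 scale among 14153 simulated genes, 95.5% were recovered against both controls, with 0 false calls against both, 11 false calls against GFP and 0 between the controls. All simulated genes and libraries had 1 common dispersion. These false calls therefore do not give the error rate where the spread differs between genes or groups. With 200 of 8882 simulated genes given a changed transcript and one spread per gene, diffSplice recovered 26.0% against GFP with 4 false genes. With a spread of its own for each transcript it recovered 49.5% against GFP, but with 107 false genes, 57 false genes between the unchanged controls and 26 false genes against both. The transcript usage counts therefore hold their error rate only where the transcripts of a gene share one spread. The test of transcript shares, an alternative, gave at most 1 false gene in these simulations, and it recovered 0 of the changed genes. A simulated list shifted by 0.3 was recovered by camera, and 2 of 100 unchanged lists had an unadjusted p under 0.05.

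The genes named were fixed by a rule, which took RBMXL3 and its family. It took the 5 largest rises and 5 largest falls among genes called against both controls, ranked by the smaller fold change. These needed a group mean of at least 5 and both RBMXL3 libraries outside all 4 controls. The rule also took 3 rises and 3 falls of GFP against WT, which were among the largest. Last, it took the 5 transcripts with the largest smaller change in share, in genes of at least 5 TPM in every library. By chance 2 of 6 libraries lie outside the other 4 on the same side in 13.3% of genes. The groups, tests, lists, this rule and the main alternatives were fixed before the data were examined. For genes, the plan named edgeR in place of limma if the gene table held counts. The deposited values were counts divided by size factors, and limma was kept as the main test after this was seen. edgeR was run as an alternative. The alternatives covered the pseudocount, the filters, normalisation, the replicate block, the spread model, the libraries fitted, summed TPM, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and left-out libraries. Chosen after seeing the data were the alternatives without opposite-strand overlaps, with GC content and length removed, with thinned reads, with crossed replicate numbers, with added transcripts, with 2 weightings of diffSplice and with summed TPM for the named genes. The measure used for left-out libraries, the number of called genes changed by at least 1, was also chosen then, because a first measure, the number keeping their direction, could not vary. DESeq2 gave no adjusted p for between 47627 and 50470 of the listed genes, which stayed out of its calls. Overlaps were computed with bedtools 2.31.1, and tables were joined with Python 3.11.15 and pandas 2.3.3.

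Replicates differed by more than sampling noise in each group. The chi-square per degree of freedom between recovered counts of replicates was 14.0 in WT, 35.0 in GFP and 2.94 in RBMXL3, so each library counted as 1 replicate.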

Results

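The transcriptome of TCam-2 cells was compared between 3 groups of 2 libraries each, to find genes that differ in expression or in transcript usage when RBMXL3 is overexpressed. RBMXL3 is a gene of the RBMX family of RNA-binding proteins. Non-transduced cells and cells carrying a tagged GFP served as the controls. Depth was lowest in the RBMXL3 group, at 17685680 and 21023355 recovered reads, against 26776703 and 23080795 in GFP and 29318007 and 28604436 in WT. Mitochondrial genes took 1.31% of the reads of GFP replicate 1 and between 2.02% and 3.02% in the other 5 libraries. The median absolute log2 difference between replicates was 0.12 in WT, 0.18 in GFP and 0.08 in RBMXL3. No batch or date is given in the labels, so a difference in preparation between the groups and the group itself cannot be told apart.

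**Figure D1:**
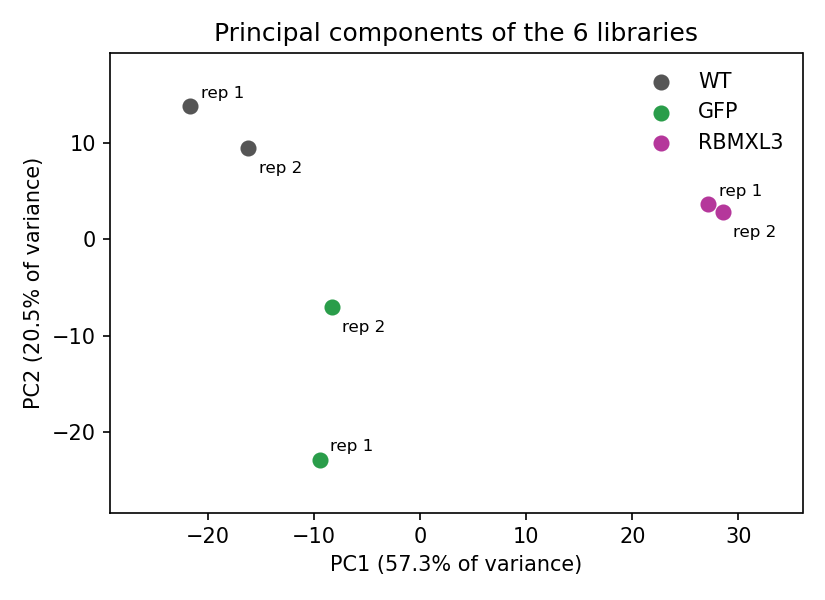
Principal components of log2 values of the 14292 tested genes, with PC1 on the x axis (57.3% of variance) and PC2 on the y axis (20.5%), 1 point per library coloured by group. The RBMXL3 libraries lie at 27.1 and 28.5 on PC1, and the 4 controls between -21.7 and -8.32.

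RBMXL3 (ENSG00000175718.10; chromosome X, 115189427 to 115192868, plus strand, GENCODE 29) was examined first, as the overexpressed gene. It had 0 reads in all 4 control libraries, which allows up to 2.54 and 2.52 normalised reads in WT and 2.77 and 3.18 in GFP. The RBMXL3 libraries had 84 and 68 reads, a normalised read count of 90.4 ± 25.1 (SD, n = 2). This was at least 30.4-fold higher than the floor in GFP and at least 35.8-fold higher than that in WT, and limma gave adjusted p-values of 4.45e-05 and 2.01e-05. In the transcript table RBMXL3 was listed at 0 TPM in the controls and at 1.56 ± 0.345 TPM (SD, n = 2) in the RBMXL3 libraries.

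The related genes share sequence with RBMXL3 and with each other, so their counts are uncertain where reads could be split between them. RBMX (ENSG00000147274.14; chromosome X, 136848004 to 136880764) had normalised read counts of 11738 ± 574 in WT, 12019 ± 76.4 in GFP and 12011 ± 621 in RBMXL3 (SD, n = 2 each), and was not called in any comparison. Its log2 change against GFP was -0.0018 as deposited and 0.16 under quantile normalization, with limma adjusted p-values of 0.991 and 0.207. RBMXL1 (ENSG00000213516.10; chromosome 1, 88979456 to 88992960) was lower in RBMXL3, at 806 ± 46.9, than in GFP, at 1029 ± 62.4, and WT, at 1157 ± 58.2. Its log2 changes were -0.34 and -0.51 (SE 0.11 each), with limma adjusted p-values of 0.0366 and 0.0039. In summed TPM RBMXL1 was not called, with adjusted p-values of 0.297 and 0.977. RBMXL2 (ENSG00000170748.7; chromosome 11, 7089027 to 7090900) was at 1097 ± 14.99 in RBMXL3, 890 ± 177 in GFP and 841 ± 62.1 in WT. It was called against WT, with a log2 change of 0.38 (SE 0.13; limma adjusted p 0.0444), and not against GFP, with 0.31 (adjusted p 0.11). In summed TPM it was not called against WT (adjusted p 0.121). Without GFP replicate 1 the change against GFP was 0.11, and without GFP replicate 2 it was 0.51. Between GFP and WT its log2 change was 0.07, with 0.27 without GFP replicate 1 and -0.13 without GFP replicate 2. The 6 RBMY1 genes listed had 0 reads in every library.

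Between RBMXL3 and GFP, the control that shares transduction and the tag, 2986 genes were called, 1503 higher and 1483 lower. Between RBMXL3 and WT, 4271 genes were called, 2085 higher and 2186 lower. The controls differed in 524 genes, 251 higher and 273 lower in GFP. The fit assumes that a gene has the same spread in all groups. With only the 4 libraries compared in each fit, 2440, 6159 and 148 genes were called in the same order. Against both controls 1964 genes were called in the same direction, 984 higher and 980 lower, and 4 were called in opposite directions. The alternative that moved these counts most, as a ratio, was an added minimum of 1 on the absolute log2 change, which left 153, 291, 19 and 91 genes in the same order, apart from the 0 calls between the controls that 2 other alternatives gave. Both comparisons of RBMXL3 use the same RBMXL3 libraries. Across genes, which are not independent replicates, their log2 changes correlated at 0.786 and had the same sign in 77.8% of genes. Simulated groups without any change gave 0.499 and 66.7%, and on average 0.04 genes called in both, with at most 1 in 50 simulations. Each simulated gene had the same spread in all groups.

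**Figure D2:**
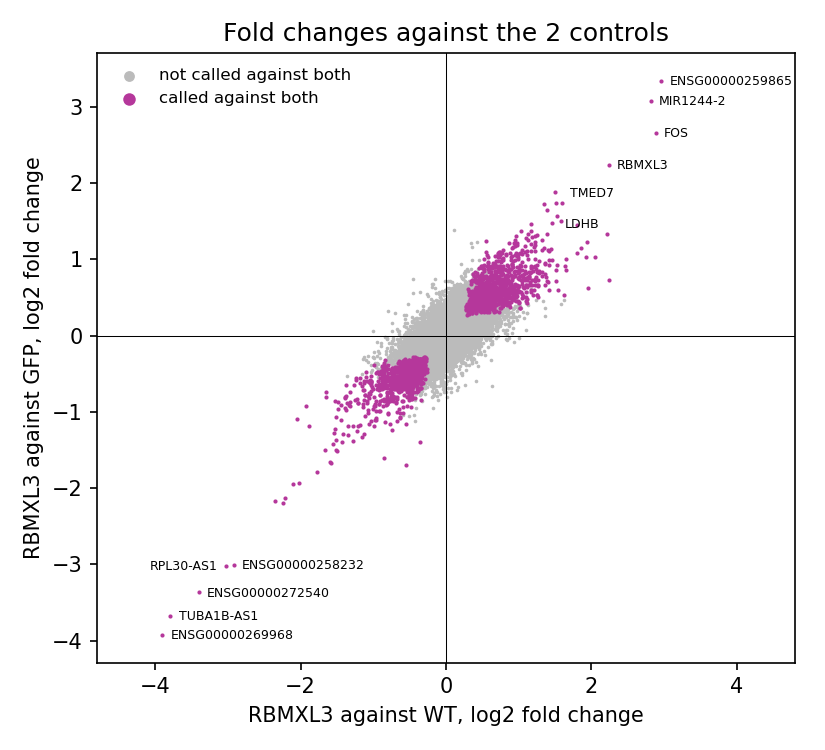
Log2 fold change of RBMXL3 against WT (x axis) and against GFP (y axis) for the 14292 tested genes, 1 point per gene, on the log2(value + 1) scale. The 1964 genes called against both controls are coloured. Labels mark RBMXL3 and the named rises and falls against both controls, from ENSG00000269968 at -3.91 and -3.92 to ENSG00000259865 at 2.96 and 3.34.

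Among the largest rises against both controls, ENSG00000259865 (ENSG00000259865.1; lincRNA, chromosome 1, 247187281 to 247188526, minus strand) rose to 339 ± 40.0 normalised reads in RBMXL3 from 13.6 ± 16.7 in GFP and 22.8 ± 8.49 in WT (SD, n = 2). GFP replicate 1 had 1.85 and GFP replicate 2 had 25.4. Its log2 changes were 3.34 and 2.96 (SE 0.26; limma adjusted p 1.67e-05 and 1.9e-05), and 2.87 against GFP without GFP replicate 1. MIR1244-2 (ENSG00000283498.1; chromosome 5, 118974586 to 118974670) was at 257 ± 4.39 in RBMXL3, 10.5 ± 12.2 in GFP, where the replicates had 1.85 and 19.1, and 16.0 ± 2.28 in WT. The log2 changes were 3.08 and 2.82 (limma adjusted p 6.92e-06 and 7.04e-06), and 2.71 against GFP without GFP replicate 1. It is annotated as a microRNA, and other genes carry near-identical copies, so its count is uncertain. FOS (ENSG00000170345.10; chromosome 14, 75278774 to 75282230) was at 865 ± 100.8 in RBMXL3 against 117 ± 6.19 in GFP and 96.0 ± 8.91 in WT, with log2 changes of 2.66 and 2.89 (SE 0.14; limma adjusted p 4.46e-07 and 1.59e-07). FOS in summed TPM was 32.6 ± 3.18 in RBMXL3, 4.56 ± 0.28 in GFP and 3.73 ± 0.31 in WT.

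TMED7 (ENSG00000134970.14; chromosome 5, 115613508 to 115632992) was at 1099 ± 44.5 normalised reads in RBMXL3, 317 ± 79.4 in GFP and 355 ± 100.8 in WT (SD, n = 2), with log2 changes of 1.74 and 1.59 (limma adjusted p 0.000197 and 0.000117). Its summed TPM did not pass the threshold, with log2 changes of 0.41 and 0.16 (adjusted p 0.0525 and 0.304). LDHB (ENSG00000111716.14; chromosome 12, 21635342 to 21757857) was at 239 ± 13.1 in RBMXL3, 66.5 ± 27.4 in GFP and 70.3 ± 31.1 in WT, with log2 changes of 1.57 and 1.52 (limma adjusted p 0.00116 and 0.000706). In summed TPM, LDHB changed in the other direction, by -0.37 and -0.27, without passing the threshold (adjusted p 0.0744 and 0.129), from 1628 ± 125 TPM in GFP and 1518 ± 13.4 in WT to 1262 ± 76.0 in RBMXL3. Both genes share exon sequence with another gene on the same strand, TMED7-TICAM2 over 24.0% and ENSG00000285854 over 33.4% of their exon length, so their counts are uncertain.

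The 5 largest falls were antisense genes that lie opposite abundant genes, and the labels do not say whether counting used strand, so these counts are uncertain. ENSG00000269968 (ENSG00000269968.1; chromosome 12, 6537794 to 6538370, minus strand) lies wholly under GAPDH exons. It fell from 756 ± 193 normalised reads in GFP and 743 ± 160 in WT to 26.98 ± 7.21 in RBMXL3 (SD, n = 2), with log2 changes of -3.92 and -3.91 (SE 0.19; limma adjusted p 2.17e-07 and 1.59e-07). TUBA1B-AS1 (ENSG00000258017.3; chromosome 12, 49127782 to 49147869), opposite TUBA1B, fell from 506 ± 101.2 and 549 ± 87.6 to 17.3 ± 4.74, with log2 changes of -3.68 and -3.80. ENSG00000272540 (ENSG00000272540.1; chromosome 6, 30723105 to 30723877), opposite TUBB, fell from 303 ± 48.8 and 314 ± 78.9 to 8.04 ± 6.84, where the RBMXL3 libraries had 12.9 and 3.21, or 10 and 3 reads. RPL30-AS1 (ENSG00000245970.2; chromosome 8, 98041726 to 98044121), opposite RPL30, fell from 193 ± 36.8 and 193 ± 12.5 to 2.78 ± 2.11, where the RBMXL3 libraries had 1 and 4 reads. ENSG00000258232 (ENSG00000258232.2; chromosome 12, 49265156 to 49273306), opposite TUBA1C, fell from 222 ± 56.3 and 204 ± 1.92 to 6.32 ± 1.65. The last 3 genes had log2 changes between -3.40 and -2.92 and limma adjusted p-values of at most 9.62e-07. None of the 5 genes was called between GFP and WT in this fit. In summed TPM 4 of the 5 were also called lower, with log2 changes between -3.99 and -2.69 and adjusted p-values of at most 0.0108. RPL30-AS1 was between 0 and 0.0452 TPM in every library, under the filter, so its fall is not seen there.

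The comparison of GFP with WT measures the difference between the controls. The 3 rises named in GFP were CGA, CD70 and CCKBR. CGA (ENSG00000135346.9; chromosome 6, 87085498 to 87095406) was at 125 ± 13.7 in GFP against 29.98 ± 17.5 in WT (SD, n = 2), where the WT replicates had 42.3 and 17.6, with a log2 change of 1.505 (SE 0.24; limma adjusted p 0.0132). In RBMXL3 it was at 231 ± 86.3. CD70 (ENSG00000125726.11; chromosome 19, 6583183 to 6604103) was at 294 ± 24.7 against 102 ± 0.0677, a log2 change of 1.33 (adjusted p 0.00107), and at 464 ± 11.9 in RBMXL3. CCKBR (ENSG00000110148.10; chromosome 11, 6259736 to 6272127) was at 358 ± 84.1 against 130 ± 5.12, a log2 change of 1.30 (adjusted p 0.00434). The 3 falls named were EGR1, NOTCH2NLC and KCNIP4. In GFP, 6 genes were called lower than WT by at least 1 on the log2 scale. With KCNIP4 at -1.004, other called falls may be larger. EGR1 (ENSG00000120738.8; chromosome 5, 138465490 to 138469315) was at 891 ± 86.4 in GFP, 2192 ± 321 in WT and 2353 ± 123 in RBMXL3, a log2 change of -1.27 (limma adjusted p 0.00107). NOTCH2NLC (ENSG00000286219.2), which has near-identical copies and whose counts are therefore uncertain, was at 63.0 ± 3.69 against 175 ± 6.02, a log2 change of -1.20 (adjusted p 0.0062). KCNIP4 (ENSG00000185774.17; chromosome 4, 20728616 to 21948799) was at 315 ± 73.7 in GFP, 649 ± 11.95 in WT and 152 ± 0.702 in RBMXL3, a log2 change of -1.004 (adjusted p 0.011), and -0.78 without GFP replicate 1. In summed TPM none of these genes was called between GFP and WT. The 5 that had a value had adjusted p-values between 0.084 and 0.212. Their log2 changes kept their direction, at 1.69 for CGA, 1.25 for CD70, 1.11 for CCKBR, -1.37 for EGR1 and -1.01 for KCNIP4. That fit called 0 genes between the controls, so its lack of a call does not single out these genes.

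The lists fixed in advance asked whether germ cell, interferon, splicing or p53 genes moved together. Of the 15 pairs of list and comparison, camera called 2. The 29 tested p53 targets had a median log2 change of 0.23 in RBMXL3 against WT, with 23 higher and 6 lower, and of 0.22 in GFP against WT, with 20 higher and 9 lower (camera adjusted p 0.000335 each). Both comparisons share the WT libraries. Between RBMXL3 and GFP the median was 0.10 and the list was not called (adjusted p 0.124). Both calls held under fry, with adjusted p-values of 0.00744 and 0.0206, and neither held under an estimated correlation, with 0.143 each. Of the p53 targets, 11 were called in RBMXL3 against WT over all genes tested and 13 adjusted over the list alone. In GFP against WT these numbers were 4 and 9. In RBMXL3 against GFP they were 9, with 6 higher and 3 lower, and 10. The 6 tested later germ cell genes had medians of 0.23 and 0.29 in RBMXL3 against GFP and WT and were not called by camera (adjusted p 0.0925 each). They passed under fry, with 0.00744 each. Of these 6 genes, 3 were called against each control over all genes tested and 3 adjusted over the list alone. The 27 seminoma and pluripotency markers had medians of -0.07 and -0.05 (adjusted p 0.839 and 0.959), with 8 and 14 genes called over all genes tested and 8 and 18 adjusted over the list alone. The 24 interferon response genes had medians of -0.14 and -0.23 (camera adjusted p 0.794 and 0.839), with 4 and 9 genes called, and the same numbers adjusted over the list alone. Of the 4 and 9 called over all genes tested, 3 and 5 were higher. The 59 splicing factors had medians of 0.01 and -0.08 (camera adjusted p 0.839 and 0.811), with 16 and 18 genes called over all genes tested and 17 and 19 adjusted over the list alone. Of the 16 and 18, 9 and 5 were higher. Under quantile normalization the medians of the markers were 0.01 and 0.07 and those of the splicing factors 0.11 and 0.04, and the splicing factors were then called against GFP (adjusted p 0.0345). Of the 4 tested genes of the RBMX family, 2 were called against GFP and 3 against WT, and 3 in each adjusted over the list alone.

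Transcript usage was compared because the study's design names differential splicing. The diffSplice test called 1069 genes between RBMXL3 and GFP, 1066 between RBMXL3 and WT and 153 between the controls, of 8882 tested. In 590 genes the same transcript changed in the same direction against both controls. The test of transcript shares called 229, 217, 43 and 140 genes and moved the 3 counts for RBMXL3 most as a ratio, while the count between the controls moved most as a ratio, to 15 genes, with a mean TPM of at least 5. In number of genes, weighting by the moderated spread moved all 4 counts most, to 2893, 2754, 816 and 1730. Of the 590 genes, 103 were also called by the test of transcript shares. In simulations diffSplice gave up to 107 false genes against GFP and 57 between unchanged controls, while the test of shares recovered 0 of the changed genes, so neither count is an estimate of how many genes changed. Of the transcripts, 889 were called against both controls, 353 higher and 536 lower, and 158 of these also by the test of shares.

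The 5 transcripts with the largest change in share belonged to DLEU2, PFDN4 and CYCS. DLEU2-206 (ENST00000449579.2; chromosome 13, 50049190 to 50081978) made up 86.1% ± 2.10 of the gene's TPM in WT and 100% in both GFP libraries, and 0% in both RBMXL3 libraries, while DLEU2-207 (ENST00000458725.8; chromosome 13, 50043509 to 50081978) made up 12.8% ± 3.70, 0% and 98.8% ± 1.63 (SD, n = 2). PFDN4-201 (ENST00000371419.7; chromosome 20, 54207847 to 54219953) went from 99.6% ± 0.534 in WT and 99.6% ± 0.29 in GFP to 19.8% ± 3.08 in RBMXL3. PFDN4-202 (ENST00000441080.2; chromosome 20, 54208095 to 54228052), annotated as subject to nonsense-mediated decay, was at 78.0% ± 4.03 in RBMXL3. CYCS-202 (ENST00000409409.5; chromosome 7, 25123307 to 25125249) went from 7.93% ± 2.51 and 0.884% ± 0.727 to 83.4% ± 0.365. The limma diffSplice adjusted p-values of these transcripts against WT lay between 1.46e-07 and 0.00742, and those of the test of shares against both controls between 0.00413 and 0.0169. DLEU2 overlaps TRIM13 on the opposite strand. A share near 0 or 100% in salmon's output is an estimate, and its depth is unknown here.

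**Figure D3:**
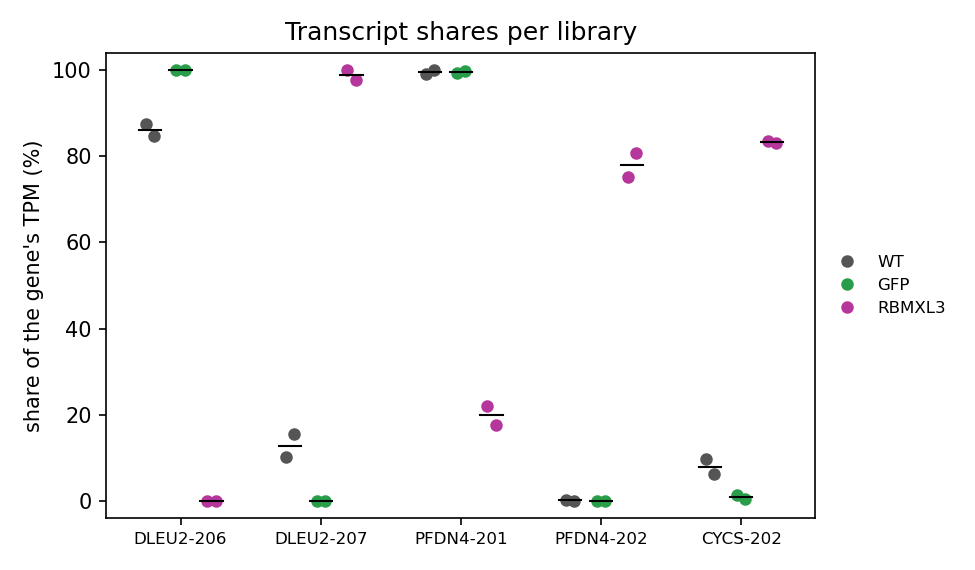
Share of the gene's TPM (y axis, percent) of the 5 named transcripts (x axis), with 1 point per library and a line at the mean of each group of 2 libraries. PFDN4-201 lies at 22.002% and 17.6% in the RBMXL3 libraries and above 99% in the 4 controls.

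Reads on genes opposite abundant genes differed between the libraries. Of the tested genes, 32 had at least 50% of their exon length under an opposite gene at least 100 times more abundant. Their summed reads were 0.468% and 0.39% of those of their partner genes in WT, 0.291% and 0.464% in GFP, and 0.043% and 0.0369% in RBMXL3. The lowest control was 6.77 times the highest RBMXL3 library. These limits of 50% and 100 times were chosen after the data were seen.

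**Figure D4:**
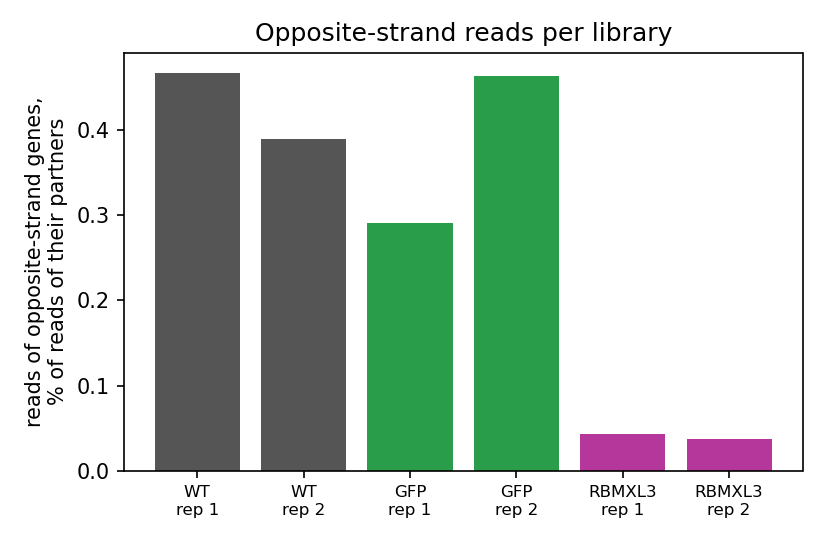
Reads of 32 genes lying opposite abundant genes, as a percent of the reads of their partner genes (y axis), for each library (x axis). The bars of the 4 controls lie between 0.291% and 0.468%, and those of the RBMXL3 libraries at 0.043% and 0.0369%.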

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

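The gene counts kept their order of size, each within 1.5 times of the reported count, under a pseudocount of 0.1, a mean of at least 5, robust moderation, thinned reads, edgeR and DESeq2. Which direction had more calls was not kept in each of these: against WT, edgeR called 2213 higher and 2015 lower, compared with 2085 and 2186, and against both controls DESeq2 called 710 and 839, compared with 984 and 980. edgeR called 2851, 4228 and 422 genes and DESeq2 2409, 3410 and 648, for RBMXL3 against GFP, RBMXL3 against WT and GFP against WT in that order, and 1880 and 1549 against both controls. Of 112 alternative counts for genes, transcripts and lists, including the RBMXL3 level, 67 lay within 1.5 times of the reported value. The alternatives without opposite-strand overlaps, with GC content and length removed, with thinned reads, with crossed numbers, with added transcripts, with weighted diffSplice and, for the named genes, with summed TPM were chosen after seeing the data.

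Without a filter on low values the counts were 950, 2327, 0 and 673, against 2986, 4271, 524 and 1964. At an unadjusted p under 0.05 that fit had 3951 genes between GFP and WT. With TPM summed per gene they were 989, 1644, 0 and 656, with 2217 genes between the controls at an unadjusted p under 0.05. Of the TPM calls, 78.8% were higher against GFP, 60.6% against WT and 75.5% against both, compared with 50.3%, 48.8% and 50.1% in the gene table. The summed TPM moved the median of all genes by 0.13 (log2) against GFP, so those changes are relative to that shift. With an added minimum of 1 on the absolute log2 change, 153, 291, 19 and 91 genes were left, which is by construction. Without genes that overlap an opposite gene, 1802, 2558 and 1195 genes were called against GFP, WT and both, because fewer genes were tested. One contrast against the mean of the 4 controls called 4403 genes. It asks for no call against each control.

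The 524 genes between GFP and WT moved by more than 1.5 times with 9 of 17 settings. They were 327 under quantile normalization, 138 without an intensity trend and 307 with GC content and length removed. With only the 4 libraries compared they were 148. That setting called 6159 genes for RBMXL3 against WT and 2440 for RBMXL3 against GFP, compared with 4271 and 2986. The main fit assumes that a gene has the same spread in all groups. The median absolute log2 difference between replicates was 0.12 in WT, 0.18 in GFP and 0.08 in RBMXL3. The cause of these moves was not tested. Median centring gave 460 genes, 276 higher and 184 lower, or 60% higher against 47.9% as reported.

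The replicate numbers did not pair the samples: deviations of same-numbered libraries correlated at -0.09, 0.03 and -0.16 across genes. With the replicate block 2386, 3697, 191 and 1566 genes were called, and 888, 887, 105 and 493 genes for transcript usage. With the GFP numbers crossed, 1049 genes were called between GFP and WT. The replicate block kept 2 list calls. RBMXL1 against GFP and RBMXL2 against WT were not called in it, with limma adjusted p-values of 0.0638 and 0.0599.

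For transcript usage, the pseudocount of 0.1 gave 287 genes between the controls against 153. A mean TPM of at least 5 gave 654, 638 and 15 genes, and no filter gave 1848, 1903, 470 and 947. The test of shares gave 229, 217, 43 and 140. Without opposite-strand overlaps 597, 618, 79 and 340 genes were called among fewer tested. Weighting diffSplice by the trend of the spread gave 79 genes between the controls, and weighting by each transcript's moderated spread gave 2893, 2754, 816 and 1730. The last weighting gave 441 false genes against GFP in simulated data with one spread per transcript, and 170 with one spread per gene. Both weightings were tried after the unweighted counts were known, and the unweighted fit was kept because it had been fixed in advance. The cause of the other moves was not tested.

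Camera called 2 pairs, fry 4, quantile normalization 3 and camera with an estimated correlation 0, where 2 pairs had an unadjusted p under 0.05. Some medians near 0 changed sign: 0.034 for later germ cell genes between GFP and WT with a pseudocount of 0.1, and under quantile normalization 0.0105 and 0.0651 for the seminoma and pluripotency markers against GFP and WT, 0.0352 for splicing factors against WT and 0.16 for RBMX against GFP. The cause was not tested. For the named genes under the pseudocount, quantile normalization and the replicate block, and for the lists under these and both other list tests, 177 of 189 alternative values kept their direction and side of the threshold, 4 lost their call, 3 gained one and 5 reversed.

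In summed TPM, 17 of 33 values of the named genes kept their direction and side of the threshold, 10 kept their direction but lost their call, and 6 reversed. A lost call was not always a smaller change. The log2 changes of CGA (1.69), EGR1 (-1.37), KCNIP4 (-1.01) and RBMXL1 against GFP (-0.59) were at least as large as in the gene table. The other lost calls had smaller changes in summed TPM. TMED7 was at 0.41 and 0.16 against GFP and WT, compared with 1.74 and 1.59. Against WT, RBMXL1 was at -0.02, compared with -0.51, and RBMXL2 at 0.29, compared with 0.38. Between GFP and WT, CD70 was at 1.25 and CCKBR at 1.11, compared with 1.33 and 1.30. TMED7 and RBMXL1 lost both calls, and RBMXL2 lost its call against WT (adjusted p 0.121). CGA, CD70, CCKBR, EGR1 and KCNIP4 lost theirs between GFP and WT, with adjusted p-values of 0.212, 0.121, 0.202, 0.084 and 0.159. LDHB reversed, at -0.37 against GFP and -0.27 against WT. The other 4 reversed changes were called in neither table: 0.23 for RBMX against GFP, and between GFP and WT -0.048 for RBMX, -0.017 for RBMXL2 and 0.58 for RBMXL1. RPL30-AS1 was under the filter, and MIR1244-2 and NOTCH2NLC had no summed TPM. Apart from the test of undercounted genes, the cause was not tested.

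Leaving out 1 library leaves 1 in its group, so no call was made. The number of called genes changed by at least 1 ranged from 140 to 230 against GFP, 288 to 372 against WT, 19 to 32 between the controls and 79 to 118 against both, compared with 153, 291, 19 and 91. The value 230 came without GFP replicate 2, and in GFP against WT 31 came without GFP replicate 2 and 32 without WT replicate 2. Called genes with a transcript share changed by at least 10 percentage points ranged from 822 to 926, 854 to 891, 96 to 115 and 455 to 487. The RBMXL3 level was 3.79 on the rescaled read count used for testing and 3.31 implied by TPM. At 84 and 68 reads, depth limits how precisely it is known.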

Other observations

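Chosen only after the result was seen were the tests of opposite-strand genes, of genes counted below what TPM implies, of library preparation, of the RBMXL3 level and of called genes without an opposite-strand overlap.

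Genes opposite abundant genes were lower in the RBMXL3 libraries. Of the 32 tested genes with at least 50% of their exon length under an opposite gene at least 100 times more abundant, 31 were lower against both controls and 26 were called lower, while 39.6% of all tested genes were lower against both. Their median log2 change was -1.13 against GFP, -1.28 against WT and -0.04 between GFP and WT. An effect on antisense genes as a class is argued against: the 88 genes opposite a gene less than 10 times more abundant had a median of 0.0467 against GFP and 0.0354 against WT. The 2 sets differed by 1.18 in median (permutation test across genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The 20 largest falls called against both controls all had an opposite gene at least 100 times more abundant, compared with 0.84% of tested genes. This is consistent with libraries that differ in strand specificity, so that fewer reads of abundant genes were assigned to the opposite strand in the RBMXL3 libraries. Since both RBMXL3 libraries differ from all 4 controls, a biological loss of antisense RNA that scales with the abundance of the opposite gene stays open and was not tested.

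The 1964 genes called against both controls were weighed against technical explanations. GC content and length as the whole cause are argued against, since 1311 of 1943 calls, or 67.5%, stayed after each library's trend was removed, although the others did not. Lower depth is argued against, since 1646 calls stayed with all libraries thinned to the shallowest. Strand specificity as the whole cause is argued against, since 1192 of the 1964 calls were in genes without an annotated opposite-strand overlap, and 14.24% of such genes were called, compared with 13.29% of the genes with one. Separate preparation of the RBMXL3 libraries stays open: opposite-strand reads were 6.77 times lower in the highest RBMXL3 library than in the lowest control. Because that difference follows the groups exactly, preparation and RBMXL3 cannot be told apart for these genes, and the number of genes that respond to RBMXL3 is not known from these libraries.

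Some genes rose in the gene table only. Of the 984 genes called higher against both controls, 10 were counted at under 0.1 of the reads their TPM implies, and 20% of these showed at least 0.5 of their log2 rise in the summed TPM, against 78.3% of 720 genes counted at 0.5 or more (Fisher's exact test, p = 0.000167). All 10 had a same-strand exon overlap with another gene, compared with 10.8% of the 720. Reads shared with overlapping genes in counting may explain these 10 genes, among which the test is small and some had been seen before it was chosen. Undercounted genes were called higher about as often as others, at 7.46% and 7.18%, so this concerns single genes such as LDHB and not the count of calls. A biological difference in which reads are shared was not tested.

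FOS and JUNB were higher against both controls, and a hypothesis was an immediate early response. Of 16 other tested genes of a list of 22 written before the test, 9 were higher against both controls, 3 of them called. A further 4 were lower against both, and 0 of these were called against both. The medians were 0.26 against GFP and 0.15 against WT. EGR1, which is on the list, was higher than GFP by 1.38 but differed from WT by 0.11. The listed genes called against both controls were all higher. These values do not decide the hypothesis, because members not called against both go both ways and EGR1 was called against GFP alone. A difference in handling when the cells were collected also cannot be told apart from RBMXL3 with these groups.

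The RBMXL3 level was low for an overexpressed gene, at 3.79 on the rescaled read count used for testing. Loss of its reads to near-identical genes in counting is argued against, since the reads implied by TPM were 0.875 of those in the gene table. Whether the transgene's sequence matches the annotated gene was not tested, so the level of transgene RNA stays open.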
